A study of Mus musculus with 13 samples. Its data were reported in "Type-I Interferon Signaling Is Essential for Robust Metronomic Chemo-Immunogenic Tumor Regression in Murine Breast Cancer" (2022).

How the data were processed

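Polyadenylated RNA was measured in 4T1 tumors, which form from a transplantable mouse mammary carcinoma cell line grown in the mammary fat pad of female BALB/c mice, its strain of origin. The mice received injections of cyclophosphamide (CPA), an alkylating prodrug activated in the liver, at 130 mg/kg every 6 days, or the PBS vehicle. Groups were taken from the sample labels. They comprise 3 vehicle libraries, 3 libraries after 2 CPA cycles, 3 after 4 cycles, 2 after 7 cycles and 2 from regrowing tumors taken 18 days after treatment was halted at 4 cycles. Each of the 13 libraries was made from RNA pooled from 2 to 3 tumors, so a library is a pool and not an animal. The labels put the mice at 10 to 11 weeks of age in the vehicle and 2 cycle groups, 12 to 13 weeks after 4 cycles, and 14 to 15 weeks after 7 cycles and in regrowth. Vehicle and 2 cycles thus share an age, as do 7 cycles and regrowth, while no other group has the age of the 4 cycle group.

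The authors prepared strand-specific libraries. Per the labels, the submitters' processing notes name TopHat2, featureCounts and edgeR and the mouse genome build mm9. Their versions and the gene annotation are not given in the sources used here. The deposited table holds 1 FPKM value per gene and group as the authors computed it. It also holds a linear ratio of each CPA group over vehicle and a p-value for each of those 4 comparisons, the adjusted P of the authors' edgeR test. No value per library was used here. A spread between replicates, a new model fit, a test without a given library and a check of the pairing of pools could therefore not be computed, and no SD or n stands beside the values. The table gives no sequencing depth per library. The study's text gives an average over its tumor libraries and points to library statistics in its supplement, which were not used here. No interval for counting error was computed. The precision of a ratio is known only through the authors' adjusted P, and a low FPKM rests on few reads. The authors' ratio and the ratio of the 2 group FPKM values differed by a median of -0.06, -0.07, 0.01 and 0.02 on the log2 scale after 2, 4 and 7 cycles and in regrowth.

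Of 24197 lines in the table, 27 held a date in place of a gene symbol and were left out, which left 24170 genes. Of these symbols, 23251 matched a symbol in the reference gene tables. In all, 3602 genes were listed at 0 in all 5 groups. An exact 0 was read only as listed at 0 and given no fold, since Hmgcs1, an enzyme of sterol synthesis that every cell uses, was also listed at 0 in each group. The 7 remaining columns of values or notes in the table were not used. Coordinates are those of the table, on mm9.

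The analysis fixed before the data were examined was a count model over all libraries with gene set tests on the same fit. It could not be run on group values. In its place, a gene was called higher or lower where the authors' adjusted p was below 0.05, the ratio was above 2 or below its inverse, and the FPKM was at least 1 in the higher of the 2 groups. The first 2 limits are those of the original plan. The FPKM minimum was fixed beforehand only in the rule for naming genes from group values. Its use for counts and list tests was not, and counts without it are given among the alternatives. The 3 contrasts between CPA groups (regrowth with 4 cycles, regrowth with 7 cycles, and 7 with 2 cycles) have no test in the table. They were described by log2((FPKM + 0.1)/(FPKM + 0.1)), a scale that understates the change of low genes, and no count of changed genes is given for them.

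Gene lists for 24 pathways and cell types were fixed before the data were examined. They cover interferon-stimulated genes, interferon gamma responsive genes, antigen presentation by MHC class I and class II, T cells, natural killer (NK) and cytotoxic cells, regulatory T cells with immune checkpoints, B cells, macrophages, neutrophils, dendritic cells, and mast cells with eosinophils. The others are proliferation, p53 targets, endothelium, fibroblasts and matrix, epithelium, cornified epithelium, adipocytes, skeletal muscle, erythroid cells, hypoxia, immediate early genes and drug handling. A further panel of 14 genes comprises those the study measured by PCR. Its members were chosen by the study and each also belongs to another list, so their direction is not independent evidence. The list symbols Ly6g, Flg and Ahsp were not found and were not analysed here. For each list the called members were counted among the tested ones, and a one-sided Fisher's exact test compared the share of calls with that among all genes with an FPKM of at least 1 in the higher group. These p-values were Benjamini-Hochberg adjusted over the 24 lists, 4 comparisons and both directions. The panel was adjusted apart. The median log2 ratio of a list was also given as a percentile among 10000 random lists of the same size matched on mean expression in 20 bins. Members of a list are regulated together and genes are not independent replicates, so these p-values describe how concentrated the calls are and not how the list would vary between animals. A member below the FPKM minimum in vehicle tumors was tested only where the other group raised it. For lists with such members, the share called, its p-value and the median are therefore partly set by the rise itself. Counts adjusted over the list alone were derived from upper bounds of the unadjusted p, on the assumption that the authors' adjusted P are Benjamini-Hochberg values. Another 8 lists (sterol synthesis, 2 of liver genes, a second muscle list, early and mature granulocyte genes, and plasma proteins that rise or fall in an acute phase response) were written after the first results had been seen and are used only in the closing section.

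Genes named for a comparison with vehicle followed a rule set before the data were examined. It took the PCR panel, up to 4 called members of each list with the largest absolute log2 ratio, and the 8 largest increases and 8 largest decreases among called genes with an FPKM of at least 1. For contrasts between CPA groups it took the panel, up to 4 members of each list that differed by more than 2-fold, and the 5 largest increases and decreases. The text gives part of the genes this rule selected. Genes outside the rule are said to be chosen after their values were seen. Overlaps of calls between comparisons were set beside the overlap of independent lists and that of 1000 simulated pairs of unchanged groups measured against the same vehicle libraries. Simulated genes were independent and had equal spread, which real genes do not. The list test was tested on simulated data, with 50 lists of 20 genes placed among the 11711 genes of the 2 cycle comparison. Of the lists raised by a log2 ratio of 1.5, 50 of 50 were called higher, and of unchanged lists 1 of 50 was. Alternatives tried were no FPKM minimum, an FPKM minimum of 0.5 or in any of the 5 groups, log2(FPKM + 1) or log2(FPKM + 0.1) in place of the authors' ratio, an adjusted p below 0.01, and leaving out genes of other tissues. Calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots used Matplotlib 3.10.9.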

Results

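Gene expression was profiled by RNA-seq in 4T1 mouse mammary tumors taken from vehicle-treated mice, after 2, 4 or 7 cycles of metronomic CPA, and during regrowth 18 days after CPA was halted at 4 cycles. Metronomic means that a moderate dose is repeated at short, regular intervals. The 13 libraries comprised 3 pools each for vehicle, 2 cycles and 4 cycles, and 2 pools each for 7 cycles and regrowth. All expression levels below are the authors' group FPKM values, which carry no replicate spread. The study asked whether CPA turns on interferon responses and recruits immune cells, and what becomes of these responses as treatment is prolonged or stopped.

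More genes were called higher than lower at each time on treatment, and the number of called genes grew with the number of cycles. Only the 2 cycle group shares the age of the vehicle mice, and the 7 cycle group has 2 pools. Cycle number is therefore not separated from age or from the number of pools. After 2 cycles, 313 genes were higher and 71 lower than in vehicle tumors among 11711 tested. After 4 cycles these numbers were 354 and 202 of 11718, and after 7 cycles 465 and 292 of 11766. In regrowing tumors, 138 genes were higher and 170 lower of 11615. Increases thus made up 81.5%, 63.7%, 61.4% and 44.8% of the called genes. The median log2 ratio of all tested genes lay at -0.02, -0.01, 0.01 and 0.01. With log2(FPKM + 1) in place of the authors' ratio, the share of increases in regrowth was 56.6%, so the balance of the regrowth calls depends on this choice. In total 1131 genes were called at least once.

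**Figure D1:**
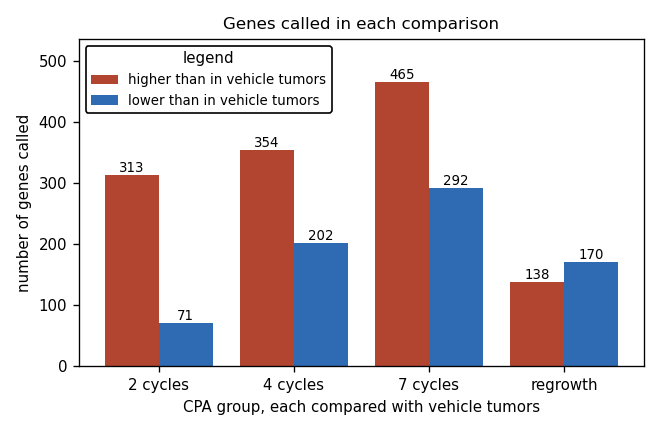
Number of genes called higher (red) or lower (blue) than in vehicle tumors (y axis) in each CPA group (x axis), by the authors' adjusted p below 0.05, a ratio above 2 in either direction and an FPKM of at least 1 in the higher group. Increases outnumber decreases after 2, 4 and 7 cycles (465 against 292 after 7 cycles), and decreases outnumber increases in regrowth (170 against 138), except with log2(FPKM + 1), which gives 53 against 69.

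The comparison of 2 cycles with vehicle asked how tumors respond early in treatment. Interferon-stimulated genes, the antiviral program downstream of type I interferon, rose together: 29 of the 40 list members were higher and 0 lower, with a median ratio of 2.73 (Fisher's exact test, adjusted p = 1.1e-35). Adjusted over the list alone, the count was also 29. Rsad2, which encodes the antiviral protein viperin (chromosome 12, 27127607 to 27141317), went from 0.998 to 6.52 FPKM, a ratio of 6.24 with adjusted p = 6.3e-55 in the authors' deposited table. Cmpk2 at a ratio of 5.52, Oasl1 at 5.49 and Ifit3 at 5.19 were the other leading members in the authors' deposited table. Of the genes that respond strongly to interferon gamma, among them the GTPases of the Gbp and Irg families, 14 of 17 were higher (Fisher's exact test, adjusted p = 2.2e-18; 14 adjusted over the list alone). They included Ido1 at 6.09-fold, the T cell attracting chemokines Cxcl11 at 5.03-fold and Cxcl9 at 3.75-fold, and Gbp4 at 3.24-fold in the authors' deposited table.

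Genes of killer lymphocytes were among those raised after 2 cycles. Of 7 tested members of the NK and cytotoxic list, 6 were higher (Fisher's exact test, adjusted p = 4.6e-08; 6 adjusted over the list alone). The pore-forming protein gene Prf1 (chromosome 10, 60760583 to 60767011) rose from 1.53 to 10.5 FPKM, and granzyme B (Gzmb) from 1.83 to 9.48 FPKM. Their ratios were 6.49 (adjusted p = 3.6e-34) and 4.94 (adjusted p = 3.7e-19), followed by Klrd1 at 3.15 and Nkg7 at 2.93, in the authors' deposited table. In the T cell list 2 of 10 tested members were higher, Cd8a at 3.07-fold and Cd8b1 at 3.10-fold in the authors' deposited table, and the list was not enriched at the 0.05 level (Fisher's exact test, adjusted p = 0.148). Of the regulatory T cell and checkpoint list 4 of 8 were higher (Fisher's exact test, adjusted p = 2.8e-04). They were Pdcd1lg2 at 4.13-fold, Pdcd1 at 3.29-fold, Cd274 at 2.62-fold and Havcr2 at 2.08-fold in the authors' deposited table. Klrd1, Cd8a, Cd8b1, Pdcd1lg2 and Pdcd1 were below 1 FPKM in vehicle tumors and were tested only because they rose. The shares of these lists are therefore partly set by the rise. Foxp3, the regulatory T cell factor, stood at 0.128 FPKM in vehicle and 0.166 FPKM after 2 cycles. It was at 0.0258 FPKM after 4 cycles and 0.0879 FPKM in regrowth. After 7 cycles it was listed at 0 (adjusted p = 3.3e-04 in the authors' deposited table). All these values lie below the FPKM minimum, so it was not called.

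Among myeloid genes, more granulocyte than macrophage genes were called after 2 cycles. Of 15 neutrophil genes 11 were higher (Fisher's exact test, adjusted p = 1.7e-13), led by the granule protein genes Camp at 26.7-fold, Ngp at 18.5-fold, Ltf at 12.5-fold and Mmp8 at 7.75-fold in the authors' deposited table. These 4 genes were below 1 FPKM in vehicle tumors and were tested only because they rose. The share called and the contrast with macrophage genes are therefore partly set by the rise. Only 1 of 16 macrophage genes was called, Ly6c2 at 10.7-fold in the authors' deposited table, and its reads may be shared with near-identical Ly6 family members. In this list 14 of 16 had ratios above 1, with a median ratio of 1.29 at percentile 100 of matched random lists. Cd68 and Itgam had ratios of 1.64 (adjusted p = 2.1e-04) and 1.46 (adjusted p = 0.0018) in the authors' deposited table and did not reach a 2-fold change. Mast cell genes formed a further group, with 4 of 5 tested members higher (Fisher's exact test, adjusted p = 2.5e-05). They were Cma1, Tpsb2 at 3.64-fold, Cpa3 at 3.40-fold and Mcpt4 at 2.37-fold in the authors' deposited table. All 4 were below 1 FPKM in vehicle tumors and were tested only because they rose, so this share is partly set by the rise. In the dendritic cell list 2 of 5 were higher, Itgax and Clec10a (Fisher's exact test, adjusted p = 0.043).

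Genes of other tissues moved in the same tumors. Of 9 tested genes of cornified epithelium 5 were higher after 2 cycles and 1 lower (Fisher's exact test for higher, adjusted p = 1.7e-05). Krt1 had a ratio of 85.2 with adjusted p = 0.044, Lor 40.5, Krt5 18.8 and Krt10 17.5 in the authors' deposited table. Each of these genes was below 1 FPKM in vehicle tumors and was tested only because it rose. All 4 tested erythroid genes were higher (Fisher's exact test, adjusted p = 6.4e-06), with a median ratio of 2.55. They include Hba-a1 and Hba-a2, whose near-identical values (28.0 and 27.8 FPKM after 2 cycles) may rest on shared reads, so these 4 genes are not 4 independent measurements. Alas2, also among them, was below 1 FPKM in vehicle tumors and was tested only because it rose. Skeletal muscle genes were lower in 3 of 11 (Fisher's exact test, adjusted p = 2.8e-04), among them Tnnt3 at 3.00-fold lower in the authors' deposited table. The heat shock genes Hspa1a and Hspa1b, of the immediate early list, were also lower (Fisher's exact test, adjusted p = 0.022), by 2.79-fold and 2.03-fold in the authors' deposited table. For adipocytes, Pck1 was the called member, at 8.11-fold, and the 10 tested members had a median ratio of 4.47 in the authors' deposited table.

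Other large increases after 2 cycles were Tmsb15a at 22.5-fold, Nnat at 19.2-fold and the nonclassical MHC gene H2-M2 at 18.9-fold in the authors' deposited table. Gm15056 was listed at 0 in vehicle tumors and at 4.54 FPKM after 2 cycles. The largest decreases were Sln at 9.70-fold, Serpinb2 at 8.65-fold, Prr9 at 7.56-fold, Cd209c at 6.34-fold, Ryr1 at 5.68-fold and Ibsp, a matrix protein of mineralized tissue, at 5.29-fold in the authors' deposited table. The cell cycle inhibitor Cdkn1a was the only p53 target called, at 2.40-fold in the authors' deposited table, and 0 of 25 proliferation genes were called in either direction, with a median log2 ratio of 0.13. Without the FPKM minimum 563 genes were higher and 160 lower, and with log2(FPKM + 1) 204 and 30.

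After 4 cycles the interferon-stimulated genes were at their largest number of calls, equal to that after 7 cycles. Of the 40, 31 were higher (Fisher's exact test, adjusted p = 8.5e-38; 31 adjusted over the list alone), with a median ratio of 2.84. Rsad2 had a ratio of 7.91 (adjusted p = 3.4e-72), Oasl1 7.75 (adjusted p = 3.6e-81), Cmpk2 6.53 and Ifit1 6.30 in the authors' deposited table. Interferon gamma responsive genes were higher in 9 of 17 (Fisher's exact test, adjusted p = 7.9e-09), with Ido1 at 5.07-fold, Cxcl11 at 4.25-fold and Gbp3 at 2.76-fold in the authors' deposited table. Cytotoxic genes were still raised, in 5 of 7 (Fisher's exact test, adjusted p = 6.4e-06), and Prf1 and Gzmb stood at 4.97 and 5.44 FPKM, below their levels after 2 cycles. The neutrophil list had 8 of 15 members higher (Fisher's exact test, adjusted p = 6.0e-08), with Camp at 36.7-fold, Ngp at 27.3-fold and S100a8 at 5.61-fold in the authors' deposited table. Camp and Ngp were below 1 FPKM in vehicle tumors, so the share of this list is again partly set by the rise. Neutrophil serine protease and peroxidase genes were among the largest increases of all, Elane at 29.2-fold and Mpo at 27.1-fold in the authors' deposited table. Of 16 macrophage genes 1 was called higher, Ly6c2 at 7.61-fold, and 1 lower, Cd163 at 2.13-fold, and Cd68 had a ratio of 1.65 in the authors' deposited table. In this list 13 of 16 had ratios above 1, with a median ratio of 1.48 at percentile 100 of matched random lists.

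Stromal genes fell after 4 cycles. Of 18 genes of fibroblasts and matrix 8 were lower and 1, Dpt, higher (Fisher's exact test for lower, adjusted p = 7.0e-09; 8 adjusted over the list alone). The type VI collagen gene Col6a3 was 4.31-fold lower, and the fibrillar collagen genes Col3a1 and Col1a1 were 2.63-fold and 2.58-fold lower in the authors' deposited table. Col1a1 (chromosome 11, 94797583 to 94813170) stood at 380 FPKM in vehicle tumors and 155 FPKM after 4 cycles. Endothelial genes had 0 of 13 called, with a median log2 ratio of -0.40 at percentile 0.02 of matched random lists. Drug handling genes were higher in 3 of 8 (Fisher's exact test, adjusted p = 0.011), namely Gsta4 at 2.54-fold, Mgmt, which repairs alkylated DNA, at 2.46-fold, and Gstm1 at 2.09-fold in the authors' deposited table. Of the p53 targets 3 of 18 were higher, Cdkn1a, Fas and Ephx1 (Fisher's exact test, adjusted p = 0.093). The hypoxia gene Car9 was lower by 2.12-fold and the epithelial gene Elf3 higher by 2.10-fold in the authors' deposited table.

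Skeletal muscle genes were far lower after 4 cycles, in 10 of 11 tested members (Fisher's exact test, adjusted p = 7.7e-16), with a median log2 ratio of -3.38. Acta1, the skeletal muscle actin, fell to 1.12 FPKM, 21.3-fold lower than vehicle in the authors' deposited table, and Tnnc2, Myh4 and Atp2a1 were 19.5-fold, 17.6-fold and 17.1-fold lower there. Eef1a2, an elongation factor of muscle and nerve, Mybpc1 and Actn3 were also among the 8 largest decreases, the former 2 at 29.2-fold and 29.0-fold in the authors' deposited table, and Sln was listed at 0. The joining chain gene of antibodies (Igj) was 26.5-fold lower in the authors' deposited table and Glycam1, a ligand of lymphocyte homing, was listed at 0 against 7.66 FPKM in vehicle tumors. B cell genes had 1 of 4 tested members called (Fisher's exact test, adjusted p = 0.307), with 2 adjusted over the list alone. Erythroid genes remained raised, 4 of 4 (Fisher's exact test, adjusted p = 9.8e-06), and the adipocyte list had a median ratio of 3.11 with 1 member called. The liver gene Mup20 and Itih2, a gene of a plasma protein that was also 25.5-fold higher after 7 cycles, were among the largest increases at 32.7-fold and 27.1-fold in the authors' deposited table, with Bpifb1, a secreted epithelial protein gene, at 36.5-fold. Reads of Mup20 may be shared with other members of the major urinary protein family. Without the FPKM minimum 718 genes were higher and 484 lower, and with log2(FPKM + 1) 225 and 81.

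After 7 cycles interferon-stimulated genes were still high while most genes of killer lymphocytes were no longer called. The list had 31 of 40 members higher (Fisher's exact test, adjusted p = 1.5e-34; 31 adjusted over the list alone) and a median ratio of 2.93. Ifit3 had a ratio of 7.19 (adjusted p = 3.1e-38), Rsad2 7.15, Ifit1 6.41 and Usp18 6.03 in the authors' deposited table. Of 16 interferon gamma responsive genes 3 were called (Fisher's exact test, adjusted p = 0.132), although all 16 had ratios above 1, with a median ratio of 1.73 at percentile 100 of matched random lists. The called genes were Cxcl11 at 4.67-fold, Gbp3 at 2.43-fold and Igtp at 2.42-fold in the authors' deposited table. Of 5 cytotoxic genes 1, Nkg7, was higher (Fisher's exact test, adjusted p = 0.674), and the median ratio of the 5 was 1.45. Klrd1, at 3.15-fold after 2 cycles, had a ratio of 2.39 (adjusted p = 0.101) in the authors' deposited table. Prf1 stood at 0.990 FPKM and Gzmb at 1.36 FPKM, ratios of 0.650 (adjusted p = 0.430) and 0.750 (adjusted p = 0.772) in the authors' deposited table. Cd8a had a ratio of 1.79 (adjusted p = 0.273) in the authors' deposited table, and the T cell list had 0 higher and 1 of 6 lower, Thy1, which fibroblasts also express. MHC class I genes were higher in 4 of 15 (Fisher's exact test, adjusted p = 0.017), 3 of which (Psmb9, Psmb8 and Psmb10, at 2.55-fold, 2.36-fold and 2.03-fold in the authors' deposited table) encode immunoproteasome subunits.

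**Figure D2:**
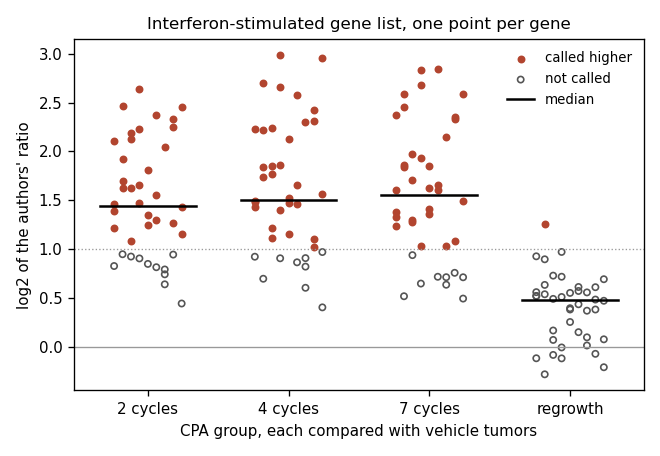
Log2 of the authors' ratio over vehicle (y axis) for the 40 interferon-stimulated genes in each CPA group (x axis). Each point is a gene, filled where it was called higher, and the bar is the median; the dotted line marks a 2-fold increase. The medians are 1.45, 1.51 and 1.55 after 2, 4 and 7 cycles and 0.48 in regrowth, where 1 gene was called.

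Several granule protein genes had their highest ratios after 7 cycles, while Mmp8 had its highest after 2 cycles. Of 14 neutrophil genes 9 were higher and 1 lower (Fisher's exact test for higher, adjusted p = 7.9e-09). Camp, Ngp and Ltf were below 1 FPKM in vehicle tumors and were tested only because they rose. This share is therefore partly set by the rise. Camp (chromosome 9, 109749890 to 109751970) was at 22.5 FPKM against 0.306 FPKM in vehicle tumors, a ratio of 72.7 in the authors' deposited table. Ngp followed at 38.5-fold, Ltf at 25.4-fold and S100a8 at 9.44-fold, and the early granulocyte gene Ms4a3, with 0.00902 FPKM in vehicle tumors, had a ratio of 203 in the authors' deposited table. Elane and Mpo were at 49.0-fold and 42.5-fold in the authors' deposited table. Erythroid genes were again higher in 4 of 4 (Fisher's exact test, adjusted p = 2.5e-05), and Hbb-b1 rose 4.59-fold in the authors' deposited table.

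Epithelial genes rose and stromal genes fell after 7 cycles. Of 16 epithelial genes 6 were higher and 0 lower (Fisher's exact test, adjusted p = 2.0e-04; 6 adjusted over the list alone), led by Elf3, an epithelial transcription factor (chromosome 1, 137150150 to 137155049), at 4.97-fold, Krt14 at 3.33-fold, Krt19 at 2.14-fold and Esrp1 at 2.11-fold in the authors' deposited table. Of the 18 fibroblast and matrix genes 8 were lower (Fisher's exact test, adjusted p = 7.4e-08), with Col6a3 at 7.17-fold, Col1a1 at 4.92-fold and Col1a2 at 4.33-fold lower in the authors' deposited table, and Dpt was 3.86-fold higher there. Endothelial genes were lower in 3 of 13 (Fisher's exact test, adjusted p = 0.024), namely Flt1 at 2.94-fold, Cdh5 at 2.06-fold and Kdr, a receptor for vascular growth factor, at 2.00-fold in the authors' deposited table. Among drug handling genes, Aldh3a1, which oxidizes an activated form of CPA, was 5.77-fold higher, Gsta4 3.27-fold higher and the drug efflux transporter gene Abcb1b 2.08-fold lower in the authors' deposited table, and the list as a whole was not enriched (Fisher's exact test, adjusted p = 0.230). The p53 targets Ephx1, Perp and Fas were called, 3 of 18 (Fisher's exact test, adjusted p = 0.163).

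Skeletal muscle genes stood above vehicle after 7 cycles, opposite to their position after 4 cycles. Of 12 members 5 were called higher (Fisher's exact test, adjusted p = 4.7e-04; 8 adjusted over the list alone), with a median ratio of 7.13. Pvalb had a ratio of 54.8, Tnnc2 11.5, Myl1 9.30 and Mylpf 7.68 in the authors' deposited table. Cornified epithelium genes were higher in 3 of 7 (Fisher's exact test, adjusted p = 0.014), with Krt5 at 30.9-fold, Krt1 at 28.5-fold and Krt10 at 7.81-fold in the authors' deposited table. All 3 were below 1 FPKM in vehicle tumors and were tested only because they rose. The remaining large increases were Trpv6, a calcium channel gene, at 82.9-fold, C130026I21Rik at 60.4-fold and Col9a1 at 56.5-fold in the authors' deposited table. The largest decreases were Glycam1 at 177-fold, Igj at 69.6-fold, Prr9 at 9.48-fold, Serpinb2 at 8.08-fold, Adamts12 at 7.81-fold, Twist2 at 7.22-fold and Itga2 at 7.15-fold in the authors' deposited table. Only 2 pools stand behind this group. Without the FPKM minimum 805 genes were higher and 464 lower, and with log2(FPKM + 1) 288 and 121.

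The regrowth comparison asked which changes were present 18 days after CPA was halted. Interferon-stimulated genes were closer to vehicle levels than on treatment but remained shifted up as a list. Of the 40, 1 was called, Usp18 at 2.39-fold (adjusted p = 7.0e-04 in the authors' deposited table), and 1 adjusted over the list alone. Ratios were above 1 in 33 of the 40, with a median ratio of 1.39 at percentile 100 of matched random lists. Rsad2 stood at 1.62 FPKM with a ratio of 1.65 (adjusted p = 0.299), Oasl1 at 1.39, Mx1 at 1.12 and Cxcl10 at 0.945 in the authors' deposited table. None of the 16 interferon gamma responsive genes, 4 cytotoxic genes, 9 neutrophil genes or 3 erythroid genes tested was called higher or lower. Of the PCR panel 0 of 11 tested genes were called, after 9, 9 and 6 of 11 higher at 2, 4 and 7 cycles (Fisher's exact test, adjusted p = 2.6e-12, 4.0e-12 and 3.8e-06). Itgam had a ratio of 0.553 (adjusted p = 4.9e-05), Prf1 0.525 (adjusted p = 0.167) and Cd68 0.698 (adjusted p = 0.100) in the authors' deposited table. The macrophage gene Cd163 was 3.86-fold and the checkpoint gene Tigit 3.01-fold lower in the authors' deposited table. In the macrophage list 3 of 16 genes had ratios above 1, with a median log2 ratio of -0.46 at percentile 0 of matched random lists. After 7 cycles 6 of 16 had ratios above 1, with a median log2 ratio of -0.14 at percentile 1.88.

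**Figure D3:**
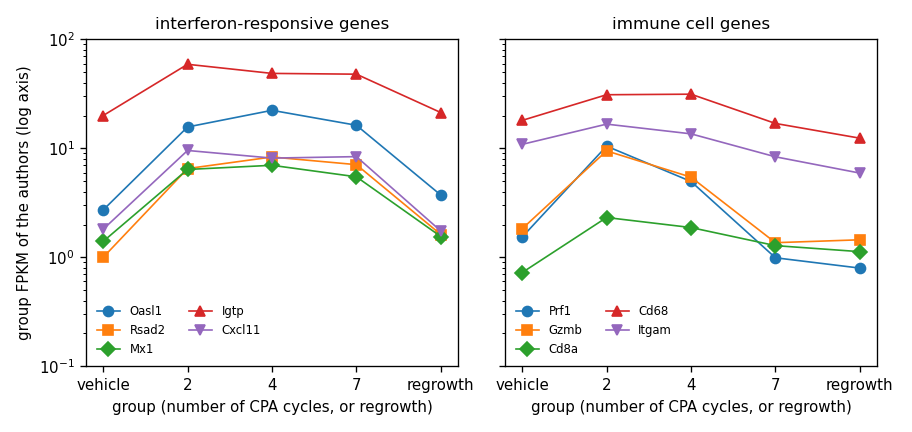
The authors' group FPKM (y axis, log scale) of 10 PCR panel genes in vehicle tumors, after 2, 4 and 7 cycles and in regrowth (x axis); lines join the group values and no replicate spread is shown. Oasl1 and Rsad2 stay above vehicle through 7 cycles, Prf1 and Gzmb peak after 2 cycles (10.5 and 9.48 FPKM), and in regrowth Oasl1 is at 3.72 FPKM against 2.72 FPKM in vehicle tumors.

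Epithelial and matrix genes in regrowth differed from vehicle in the direction seen after 7 cycles. Epithelial genes were higher in 4 of 16 (Fisher's exact test, adjusted p = 2.8e-04; 4 adjusted over the list alone), Elf3 at 3.07-fold, Cldn7 at 2.09-fold, Epcam at 2.07-fold and Cldn4 at 2.04-fold in the authors' deposited table. Matrix genes were lower in 6 of 18 (Fisher's exact test, adjusted p = 2.1e-06; 6 adjusted over the list alone), with Col1a1 at 3.00-fold, Col6a3 at 2.76-fold, Col1a2 at 2.46-fold and Col5a1 at 2.43-fold lower in the authors' deposited table. These were the only 2 of the 24 lists enriched in regrowth. Proliferation genes had 0 of 25 called and a median log2 ratio of -0.30, at percentile 0 of matched random lists. The immunoproteasome gene Psmb9 was 2.23-fold and Fos 2.10-fold higher in the authors' deposited table. Among the largest increases were Aspa at 19.6-fold, Ggt1, a glutathione-degrading enzyme gene, at 19.2-fold, the milk casein gene Csn3 at 18.1-fold, Inmt at 18.1-fold, C130026I21Rik at 16.3-fold, Pipox at 14.3-fold, Cldn10 at 13.5-fold and Tspan1 at 12.7-fold in the authors' deposited table. The largest decreases were Serpinb2 at 16.6-fold, the muscle genes Ryr1 and Actn3 at 12.0-fold and 10.5-fold, Prr9 at 4.73-fold, Il24 at 4.57-fold, Rnase2a at 4.33-fold and Padi1 at 3.95-fold in the authors' deposited table. Mir675 was 3.94-fold lower in the authors' deposited table, and its locus (chromosome 7, 149762968 to 149763052) lies inside H19, so their reads overlap. Without the FPKM minimum 260 genes were higher and 279 lower, and with log2(FPKM + 1) 69 and 53.

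**Figure D4:**
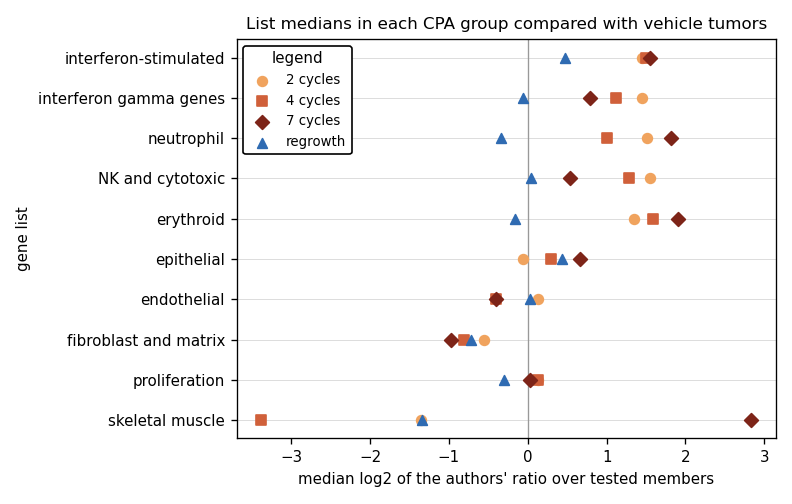
Median log2 of the authors' ratio (x axis) over the tested members of 10 gene lists (y axis) in each CPA group compared with vehicle. Interferon-stimulated genes lie at 1.45 to 1.55 on treatment and at 0.48 in regrowth, matrix genes lie below 0 in all 4 groups, and skeletal muscle genes lie at -3.38 after 4 cycles and 2.83 after 7 cycles.

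Most genes raised at all 3 times on treatment were not called in regrowth. In total 147 genes were higher after 2, 4 and 7 cycles, and of these 20 were also higher and 127 not called in regrowth. Only 31 genes were lower at all 3 times, and 14 of them were lower in regrowth too. Genes higher after 2 cycles had a median log2 ratio of 1.58 there and 0.15 in regrowth, those higher after 4 cycles 1.59 and 0.46, and those higher after 7 cycles 1.66 and 0.77. Genes lower after 2, 4 and 7 cycles had medians of -0.74, -0.86 and -0.94 in regrowth. These genes were chosen by ratios over the same vehicle libraries, which alone would move the regrowth medians in the same direction. No value for unchanged groups was computed for these medians. The overlap of calls between 2 and 4 cycles was 223 higher genes, where independent lists would give 7.72 and unchanged groups sharing the vehicle libraries a mean of 56.1 and at most 77. Between 7 cycles and regrowth, 102 higher and 110 lower genes overlapped, against 4.13 and 4.31 for independent lists and at most 39 and 43 for unchanged groups. Between 4 cycles and regrowth the overlaps were 58 and 54, against at most 36 and 37, but with log2(FPKM + 1) they were 25 and 22, for which unchanged groups were not simulated. Between 2 cycles and regrowth they were 21 and 17, within the range of unchanged groups, which reached 30 and 24. The simulation drew genes independently and gave all of them the same spread, so its range may be too low. It also left out age, which 7 cycles and regrowth share. Overlaps above the range therefore do not exclude chance or a shared age. The vehicle libraries could not be split, so part of each overlap may come from them. Whether a ratio differed between 2 comparisons was not tested.

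Regrowing tumors were next set against tumors after 4 cycles, the point at which treatment had been halted. These ratios of group FPKM values were not tested. Interferon-stimulated genes were lower by a median of 2.29-fold, at percentile 0 of matched random lists, and 29 of 40 differed by more than 2-fold. Oasl1 went from 22.3 to 3.72 FPKM, Rsad2 from 8.33 to 1.62 FPKM and Mx1 from 6.99 to 1.55 FPKM. Interferon gamma responsive genes were lower by a median of 2.28-fold and neutrophil genes by 3.70-fold, with Ngp at 0.770 against 29.2 FPKM. Cytotoxic genes were lower by a median of 2.45-fold, 5 of 7 by more than 2-fold, and skeletal muscle genes higher by 3.03-fold. Macrophage genes were lower by a median of 1.99-fold, Cd68 at 12.4 against 31.4 FPKM. B cell genes lay higher in regrowth, by a median of 10.6-fold over 9 members at percentile 100, with Cd79a at 4.24 against 0.177 FPKM. Glycam1 stood at 15.5 FPKM and was listed at 0 after 4 cycles. Proliferation genes were lower by a median of 1.42-fold, with 0 of 25 differing by 2-fold.

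Set against 7 cycles, whose mice were of the same age range, regrowing tumors were again compared without a test. Interferon-stimulated genes were lower by a median of 2.09-fold, neutrophil genes by 4.27-fold, erythroid genes by 4.55-fold and adipocyte genes by 3.13-fold. Cytotoxic genes had 0 of 4 and macrophage genes 2 of 16 lower by more than 2-fold. Camp was at 0.438 against 22.5 FPKM and Oas3 at 2.29 against 8.44 FPKM. Matrix and endothelial genes were higher by medians of 1.31-fold and 1.52-fold, both at percentile 100, and B cell genes by 11.1-fold. Several of these B cell genes again passed the expression minimum only through the regrowth group. Skeletal muscle genes were lower by a median of 17.2-fold, all 12 by more than 2-fold, and cornified epithelium genes by a median log2 FPKM ratio of -2.93.

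Between 7 and 2 cycles, interferon-stimulated genes did not move as a list, with a median log2 FPKM ratio of 0.02 and 0 of 40 differing by 2-fold, and killer lymphocyte genes were lower by a median of 1.79-fold, 3 of 7 by more than 2-fold. These ratios were not tested. Prf1 was 9.70-fold lower after 7 cycles, at 0.990 against 10.5 FPKM, and Gzmb 6.55-fold lower. The granzyme genes Gzmf and Gzmg were among the 5 largest decreases, at 4.81 against 72.8 FPKM and 7.23 against 92.9 FPKM. T cell genes were lower by a median of 1.93-fold, mast cell genes by 2.96-fold, and interferon gamma responsive genes by 1.47-fold. Epithelial genes were higher by a median of 1.64-fold, with Epcam at 129 against 55.2 FPKM. Matrix and endothelial genes were lower by medians of 1.56-fold and 1.58-fold, with Col1a1 at 76.5 against 241 FPKM. Skeletal muscle genes were higher by a median of 17.2-fold.

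Of the remaining results for lists, most had few calls and modest medians against vehicle, although some medians lay at the top of matched random lists. T cell genes had 1 of 8 called higher after 4 cycles and 0 of 8 called in regrowth, where their median log2 ratio was 0.72 at percentile 99.93. The regulatory T cell and checkpoint list had 2 of 6 higher after 4 cycles, Pdcd1 and Cd274 (Fisher's exact test, adjusted p = 0.076). B cell genes were an exception: few were called (0 of 5 after 2 cycles, 1 of 4 after 4 and after 7 cycles, 0 of 9 in regrowth), but their median log2 ratios were -0.72, -2.72, -2.80 and 1.14. These medians rest on different members, since at least 5 of the 9 in regrowth passed the expression minimum only through the regrowth group, so they are not a series. MHC class II genes had 0 of 8, 8, 8 and 9 called after 2, 4 and 7 cycles and in regrowth, with medians of 0.58, 0.57, 0.68 and 0.26 on the log2 scale. These medians lay at percentiles 100, 100, 99.89 and 86.63. MHC class I had 1 of 15 called after 2 cycles (Tap1), 1 after 4 (Psmb9) and 1 in regrowth. Its medians lay at percentile 100 after 2, 4 and 7 cycles and 99.53 in regrowth. Hypoxia genes had 0, 1, 0 and 0 of 14 called, with medians of -0.56 and -0.48 after 2 and 4 cycles at percentile 0. The adipocyte median was -0.11 in regrowth over 6 tested members. Immediate early genes, which respond to tissue handling, had medians of -0.09, -0.14, 0.05 and 0.23. Dendritic cell genes were higher in 2 of 5 after 4 cycles (Fisher's exact test, adjusted p = 0.053) and in 1 of 4 after 7 cycles. Adjusted over the list alone, counts of lists equalled those over all genes in 85 of 96 combinations of list and comparison. Exceptions not given above were the dendritic cell list after 2 cycles with 3 higher, cornified epithelium with 6, 2 and 5 higher after 2, 4 and 7 cycles, and adipocyte genes with 4 higher after 2 cycles. Others were B cell genes with 2 lower and immediate early genes with 2 lower after 7 cycles, and drug handling genes with 3 higher after 7 cycles and 1 in regrowth.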

Values the study reported

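The study gave CPA at 130 mg/kg on a 6-day schedule and described growth stasis of 4T1 tumors that lasted through 7 cycles. After halting treatment at 4 cycles, growth was reported to start again 12 days later. By quantitative PCR on tumor RNA, Cd8a was reported to rise 6-fold at its peak after 2 cycles. Cd68 was reported to rise 3-fold after 4 cycles.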

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

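The tests of the authors' scaling, of a graded effect of cycles and of age were chosen after the muscle result had been seen, while the test on a second muscle list was written before the values of that list were examined. Of the 1131 genes called at least once, 9 were called higher than vehicle in one comparison and lower in another. The difference was not tested for any of them. Myl1, Mylpf, Tnnc2 and Tcap encode parts of the contractile apparatus of muscle and were lower after 4 cycles and higher after 7 cycles. Their log2 ratios were 5.86, 5.90, 7.81 and 5.77 apart. Tnnc2, at 8.89 FPKM in vehicle tumors, stood at 0.469 FPKM after 4 cycles and 99.9 FPKM after 7 cycles. Mb, the oxygen store of muscle, was lower after 2 cycles and higher after 7 cycles, 3.50 apart. The coagulation factor genes F7 and F10, neighbors on chromosome 8, and the eosinophil ribonuclease gene Rnase2a were higher after 2 cycles and lower in regrowth, by 3.67, 3.31 and 3.79. Msmp was lower after 2 cycles and higher in regrowth, 3.12 apart. Among tested genes of the second muscle list, 2 of 3 were called lower after 4 cycles, 1 of 15 was called higher after 7, and 0 of 3 were called after 2 cycles or in regrowth.

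For the muscle genes the tables speak against a shift of all genes. The median log2 ratio of the 11718 genes tested after 4 cycles was -0.0141, where the muscle list had -3.38 (SD of members 1.14). The group values did not follow the order of cycles either: 11 of 12 list members (91.7%) lay outside the range of 2 and 7 cycles when measured after 4. This count restates the pattern that prompted the test, so it is not separate evidence against an effect graded by cycle number. Of 22 further muscle genes not in the fixed list, 20 (90.9%) were lower after 4 cycles and higher after 7, with median log2 ratios of -2.87 and 1.63, and with 2 shared members, tried first, the share was 22 of 24 (91.7%). Different amounts of muscle tissue in the pools may therefore explain the pattern, and the tissue taken with each tumor was not tested. In mice of the same age, the list was lower in regrowth than after 7 cycles by a median log2 FPKM ratio of -4.11 (SD of members 0.995), which goes against age as the cause of the high values. The low values after 4 cycles have no group of the same age, so age stays open for them.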

How the results depend on the processing

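Except for leaving out the FPKM minimum and, for contrasts between CPA groups, log2(FPKM + 1), the alternatives were chosen after seeing the data. Of 100 values of counts and medians under an alternative, 77 stayed within 1.5 times the count or unchanged, 23 moved and 0 reversed. The moved values came from leaving out the FPKM minimum, which only adds genes, and from log2(FPKM + 1), which by construction shrinks the ratio of genes with a low FPKM.

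Without the FPKM minimum, 563, 718, 805 and 260 genes were higher and 160, 484, 464 and 279 lower after 2, 4 and 7 cycles and in regrowth. With log2(FPKM + 1) in place of the deposited ratio, 204, 225, 288 and 69 were higher and 30, 81, 121 and 53 lower. Genes shared by 4 cycles and regrowth numbered 142 higher and 112 lower without the minimum, and 25 and 22 with log2(FPKM + 1). The interferon list's median log2 FPKM ratio with log2(FPKM + 1) was -1.10 for regrowth against 4 cycles, -1.02 against 7 cycles, and 0.0167 for 7 against 2 cycles.

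Called interferon-stimulated genes numbered 29 to 30, 30 to 32, 29 to 31 and 1 across the alternatives. Of the genes named for a comparison with vehicle, 308 pairs of gene and comparison were recomputed under 6 alternatives. In 1728 of these results the side of the threshold was the same, in 116 a call was lost (62 with log2(FPKM + 1), 48 with an adjusted p below 0.01 and 6 with log2(FPKM + 0.1)), in 4 a call was gained, and 0 reversed.

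No paired analysis was possible because the values used are 1 per group. For the same reason DESeq2 size factors and its test, a fit of only 2 groups, a replicate block, leaving out each library, an estimated correlation between genes, other splits of the samples, and counts of changed genes for contrasts between CPA groups were not run. Limits from depth were not computed. The table gives no depth per library, and the library sequencing statistics in the study's supplement were not used.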

Other observations

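The lists and genes named here, and all tests except that on the second liver list, were chosen after the results had been seen. Sterol synthesis genes were lowest after 2 and 4 cycles. Of 22 tested genes of this pathway and its control, 10 were lower after 2 cycles and 12 after 4 cycles (Fisher's exact test, adjusted p = 6.8e-16 and 5.9e-15 over 64 tests of 8 added lists), 1 after 7 cycles and 0 in regrowth. The median log2 ratio was -0.89, -1.12, -0.51 and -0.22 in this order, with 21 of 22 below 0 after 7 cycles. Idi1, an isomerase of the pathway, stood at 9.53 FPKM in vehicle tumors, 2.55 FPKM after 2 cycles and 9.98 FPKM in regrowth. Fdps was 2.63-fold and Sqle 2.32-fold lower after 2 cycles in the authors' deposited table, as were Insig1 at 2.52-fold and the regulator Srebf2 at 2.04-fold. The imprinted RNA H19 was lower in all 4 comparisons, by 2.62-fold, 5.68-fold, 4.48-fold and 3.41-fold in the authors' deposited table.

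For part of the genes the ratio rose with each time point. Of the 465 genes higher after 7 cycles, 328 had ratios rising from 2 to 4 to 7 cycles, and 99 of these were also higher in regrowth. The casein gene Csn3 rose 4.12-fold, 15.9-fold and 40.7-fold and was 18.1-fold higher in regrowth in the authors' deposited table, and Ggt1 rose 3.42-fold, 12.9-fold and 30.6-fold and was 19.2-fold higher. Of the 292 lower genes 262 had falling ratios, and 101 of these were also lower in regrowth. Choosing genes by their ratio after 7 cycles favors these orders, and no value for unchanged groups was computed. Vehicle and 2 cycles share an age, as do 7 cycles and regrowth, so the 4.12-fold difference of Csn3 after 2 cycles and its gap between 7 cycles and regrowth lie within 1 age each. The ratios of the 4 cycle, 7 cycle and regrowth groups over the younger vehicle mice are confounded with age, and a change shared by 7 cycles and regrowth is not separated from it.

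Liver genes were higher after 4 cycles, in 15 of 23 tested members of a list of plasma proteins and liver enzymes (Fisher's exact test, adjusted p = 3.0e-16), and in 1 of 10 after 2 cycles and 0 of 9 after 7 cycles. Many members passed the expression minimum only through the 4 cycle group, so its share is partly set by the rise. In regrowth 2 of 11 were higher, Alb and Apoa2 (Fisher's exact test, adjusted p = 0.035), and all 11 had ratios above 1, with a median ratio of 3.05. Alb stood at 2.06 FPKM in vehicle tumors, 33.2 FPKM after 4 cycles and 14.1 FPKM in regrowth. An acute phase response in the tumor would lower some plasma proteins. The 10 genes of that kind had a median log2 ratio of 3.19 (SD of members 1.17), with 8 of 10 called higher after 4 cycles. After 2 and after 7 cycles 0 of 4 were called, and in regrowth 1 of 5 was higher. This list shares members with the liver list, whose rise had already been seen. Their direction was therefore known when the test was chosen, and no conclusion on an acute phase response is drawn from it. Plasma proteins that rise in such a response had 0 of 8, 3 of 9 and 4 of 7 called higher after 2, 4 and 7 cycles, and in regrowth 0 of 6 higher and 1 lower. Liver RNA in some libraries could not be told apart from other sources, because 17 of 22 genes of a second liver list (77.3%) had a log2 ratio above 1 after 4 cycles, between the bounds of 80% and 50% set beforehand. With members at an FPKM of at least 0.1 only, a filter tried first that the test had not named, 16 of 20 had such a ratio, which reaches the upper bound. Among tested members of the second list 1 of 2 was called higher after 2 cycles, and 0 of 4, 0 of 3 and 0 of 3 in the other comparisons.

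Granulocyte genes differed in how far they moved. In a list of granule and other genes made during granulocyte development, 7 of 8, 8 of 8 and 9 of 9 tested were higher after 2, 4 and 7 cycles (Fisher's exact test, adjusted p = 6.5e-10, 8.2e-12 and 3.5e-12), and 0 of 1 was called in regrowth. Its members include Elane, Mpo and Ctsg of primary granules but also Camp, Ngp, Ltf and Cd177 of later stages. All of these named members were below 1 FPKM in vehicle tumors and were tested only through the CPA groups. The shares and p-values of this list are therefore partly set by the rise itself. Genes of mature neutrophils were higher in 7 of 12, 3 of 12 and 3 of 11, with 1 lower after 7 cycles, and 0 of 10 were called in regrowth. The medians of both lists were 4.77 apart on the log2 scale after 7 cycles, at least 2.56 apart at each time on treatment, and 0.66 apart in regrowth. Of the 11 genes of the first list, 6 had been seen before among the largest increases or in the fixed neutrophil list, and the mature list left out 5 other genes of the fixed list, among them S100a8 and Mmp8. With these 5 the difference after 7 cycles was 4.63, with standard deviations of 1.41 and 1.30, but the lowest early gene at 2.72 lay below S100a8 at 3.24. Expression of mature genes outside blood would also hide a rise. Blood of unchanged composition would raise erythroid and early granulocyte genes alike. After 7 cycles the 4 tested erythroid genes had a median log2 ratio of 1.91 (SD of members 0.18). All 11 early genes lay at 2.72 or above, with a median of 5.27. Among the 5 early genes not seen before, the lowest was also at 2.72 and the median was 4.01. These values argue against more blood of unchanged composition as the only source of the early genes' rise after 7 cycles. They do not address blood whose composition had changed, and the erythroid genes Hba-a1 and Hba-a2 may share reads. After 2 cycles the lowest early gene, at 0.82, lay below the erythroid median of 1.35. Granulocytes of earlier stages in the tumors stay open, since 6 of the 11 genes had been seen before.

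Values quoted from the study can be set beside these. Cd8a had a ratio of 3.07 after 2 cycles and Cd68 a ratio of 1.65 after 4 cycles in the authors' deposited table. Both are lower than the PCR values quoted from the study. The measures are unlike: the PCR values were normalized to a ribosomal RNA and averaged over tumors, while these ratios come from pooled polyadenylated RNA. Cd8a stood at only 0.724 FPKM in vehicle tumors. The cause of the difference was not tested.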
